A study of Mus musculus with 8 samples. Its data were reported in "Mitochondrial complex I activity in microglia sustains neuroinflammation" (2024).

How the data were processed

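Spinal cord cells of 8 samples were profiled by the authors with droplet-based 3' single-cell RNA-seq. Per the submitters' processing notes, reads were processed with Cell Ranger 7.1.0 and the cells analysed with Seurat 4.3.0.1 on the mouse genome GRCm38. The authors deposited 1 table of gene symbols by cells whose values are natural log values, the natural logarithm of 1 plus a whole number: none of the 5144422 values above 0 gave a non-whole number (tolerance 1e-06) after exponentiation. These whole numbers summed to a median of 889 per cell, and the largest total was 2.12 times the smallest although the number of detected genes differed 12.9-fold between cells, so they are treated as depth-corrected counts and not as raw counts. The correction step is not given in the sources used here. The study's methods name a log normalization, which would give the same total in each cell and does not match these values. Every gene in the table had a count in at least 5 cells.

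The cell names end in 8 different suffixes that match no label. Cells were assigned to no sample, group, genotype or disease stage, and the suffixes served only as barcode sets named A to H in the order they occur. The planned count-based tests of genotype, EAE and their interaction, and of cell numbers between groups, were not run, since the values are not raw counts and no cell was tied to a group. Values are given with no p-value. No column was left out (0 columns not used).

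The study's stated cell filter (under 3000 genes, under 3000 UMIs, 5 to 40% ribosomal and under 30% mitochondrial counts) could not be applied, since it refers to uncorrected counts. The paper reports 10666 cells for this dataset, the number in the table, so its filter had probably been applied already. Held against the corrected counts, for which these limits were not made, it would leave 10365 cells. All cells were kept. Cells were clustered with 5000 variable genes, 50 principal components of the scaled deposited values, a shared nearest neighbour graph with 20 neighbours and Louvain clustering at resolution 0.3 (python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9). No batch correction was made, whereas the paper states that its Ndufs4 data were corrected with Harmony for different pools. The sample labels name no pool, so differences between pools remain in these values. A cluster was named "-like" where its 10 leading genes by fold (pseudocount 0.02) held more markers of that type than of any other, and at least 3 of the type's markers were at least 2-fold higher than in the other cells and found in at least 25% of its cells. The marker lists were fixed before the data were examined. The limit of 25% was set after seeing the data, and it kept cluster 5 (239 cells, 2.24% of cells) and cluster 6 (191 cells, 1.79%) from a name. Myeloid-like cells were the named microglia and macrophage clusters and a proliferating cluster (at least 3 cell cycle genes among its 10 leading genes) whose markers were mostly of a monocyte/macrophage type. Doublets were called with Scrublet in scanpy 1.11.5 per barcode set. It called 61 cells (0.572%), between 0 in set A and 14 in set C. Correction removes the high counts of doublets, so this is a weak test, and doublets were kept in the main values and removed as an alternative.

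For comparisons within the myeloid-like cells, these were clustered again with the same settings, after 615 genes were left out of the choice of variable genes: the fixed gene lists other than cell type markers, mitochondrially encoded genes and ribosomal protein genes. This left 7 cells in clusters under 20 cells, which were not used. Clusterings with 3000 variable genes at resolutions 0.3 and 0.5, and with 5000 at 0.5, were also inspected, and the settings of the first clustering, which had been fixed likewise, were kept. The comparisons of myeloid clusters, the use of barcode sets and the minimums of cells, levels and list members were chosen after seeing the data, in place of the planned comparisons. The 4 comparisons made are all reported. In each barcode set with at least 20 cells of both clusters, corrected counts were summed per cluster and scaled to 10000. The log2 ratio used a pseudocount of 0.1, which understates the change of low genes. Ratios are medians over the sets, and levels are medians of the sets' levels. Genes with at least 0.5 per 10000 in either cluster were kept. List values are the median of the members' ratios minus the median of all kept genes. List members used for clustering were left out, and a list needed 4 members. The percentile of a list was taken among 10000 random lists of its size matched in 20 bins of expression. In a further match, 10 bins of expression were crossed with 5 bins of transcript length (merged exons, GENCODE vM21 on GRCm38). The percentile describes these cells and is not a p-value. Random lists could include members of the list itself, which matters most for the many ribosomal protein genes.

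The gene lists and the rule for named genes had been fixed likewise. The rule used adjusted p-values, which do not exist here. It was adapted to genes not used for clustering, with at least 3 corrected counts per 10000 in either cluster, on the same side of the median of all genes in all sets, the 10 highest and 10 lowest, plus up to 4 members of each list described and Ndufs4.

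On simulated data for the comparison of activated with homeostatic cells (2803 genes, 200 planted), genes planted at 2-fold were recovered at a median log2 ratio of 0.97 and all in the right direction. Genes at 1.5-fold were recovered at 0.52, with 97.9% in the right direction, and those at 1.2-fold at 0.25, with 76.1% in the right direction. Genes at 0.5-fold were recovered at -0.97. A list of 33 measured genes planted at 1.2-fold lay at percentile 98.41, and 3 of 100 unchanged lists lay in the highest or lowest 2.5%. Both simulated classes were Poisson draws from the homeostatic profile of each set, without spread between cells or genes that vary together. The unchanged lists were random genes, so the 3 of 100 is not a false-call rate for the real gene lists. Intervals of shares are exact Clopper-Pearson intervals at the 95% level and cover counting error only. Alternatives tried were no scaling, a pseudocount of 0.5, a minimum level of 1.5, differences of the mean natural log values, cells with 450 to 600 genes (for complex I also 3 other limits), removal of rRNA-locus genes or doublets, clusters made with all variable genes, the other myeloid clusterings, resolution 1.0 and leaving out each barcode set.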

Results

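Single-cell RNA-seq was performed on spinal cord of mice in which Ndufs4, an accessory subunit of mitochondrial complex I, was present (WT) or had been deleted by a tamoxifen-inducible Cre in CX3CR1-expressing myeloid cells (KO). Both genotypes were taken as healthy controls or after experimental autoimmune encephalomyelitis (EAE), a model of multiple sclerosis. The labels give 8 samples in 4 groups of 2 samples. The deposited table holds 16426 genes and 10666 cells. Its cell names carry 8 different endings that match no label, so no cell was tied to a genotype or to EAE. The comparisons of KO with WT and of EAE with control were therefore not made, and the whole table counts as 1 pooled sample. The 8 endings are called barcode sets A to H. They hold 646 to 2548 cells each, and for them each value, or the range and median, is given with no test. The total of corrected counts per cell had a median of 889, and a median of 449 genes was detected per cell (92 to 1189). The original depth of the cells is not retained in these values.

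Ndufs4, the targeted gene, was detected at a low level in every barcode set. The gene lies on chromosome 13 from 114287795 to 114388258 on the minus strand of GRCm38, and exon 2, the part flanked by loxP sites, spans 114351448 to 114351526. The last exon, number 5, runs from 114287795 to 114288866 and carries the 3' UTR. In the myeloid-like cells Ndufs4 had a median of 0.473 corrected counts per 10000 over the 8 sets, between 0.361 in set F and 1.01 in set H. In all other cells the median was 1.12, between 0.726 and 1.49. In each set the level was lower in the myeloid-like cells. The libraries read the 3' end of transcripts, outside exon 2, and no cell was tied to a genotype. This level therefore checks neither the deletion nor any label.

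Which cell types were captured was asked first. Myeloid-like cells made up 8778 of 10666 cells, a share of 82.3% (95% exact binomial interval 81.6% to 83.0%, counting error only), and 74.2% to 87.3% of each set. At resolution 1.0 the same rule gave 43.0%, as clusters of 1527, 1492 and 1148 cells stayed unnamed. Homeostatic microglia-like cells, whose leading genes included P2ry12, Gpr34 and Fcrls, were 31.2% of all cells (30.3% to 32.1%). At resolution 1.0 they were 17.0%, since 1489 of their 3330 cells fell in an unnamed cluster of 1492 cells led by Gm28438, Lrp1b and mt-Rnr1, with a median of 302 genes per cell and 11.2% mitochondrial counts. Activated microglia/macrophage-like cells, whose leading genes included Apoe, Cd74, Cst7, Spp1 and Lyz2, were 27.5% (26.6% to 28.3%), or 16.8% at resolution 1.0. Cluster 2, with 23.6% of cells (22.8% to 24.4%), was led by Hist1h2ap, Top2a and Birc5, genes of dividing cells, together with the chemokines Ccl2 and Cxcl10. Barcode set E held 83.8% of its cells, and without that set its share was 5.03%. At resolution 1.0, 985 of its 2517 cells fell in a cluster with 9 cell cycle genes among its 10 leading genes, and 1522 in a cluster led by Cxcl10, Ccl2 and Gbp2 with none. No marker of a cell type list was among its 10 leading genes, so it stayed unnamed, although it counted as myeloid-like under the rule for proliferating clusters. Outside the myeloid compartment, oligodendrocyte-like cells were 7.77% (7.27% to 8.30%), ependymal-like cells 3.25% (2.92% to 3.61%), endothelial-like cells 1.48% (1.26% to 1.73%) and mural-like cells 1.16% (0.968% to 1.38%; 0.689% without set A).

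**Figure D1:**
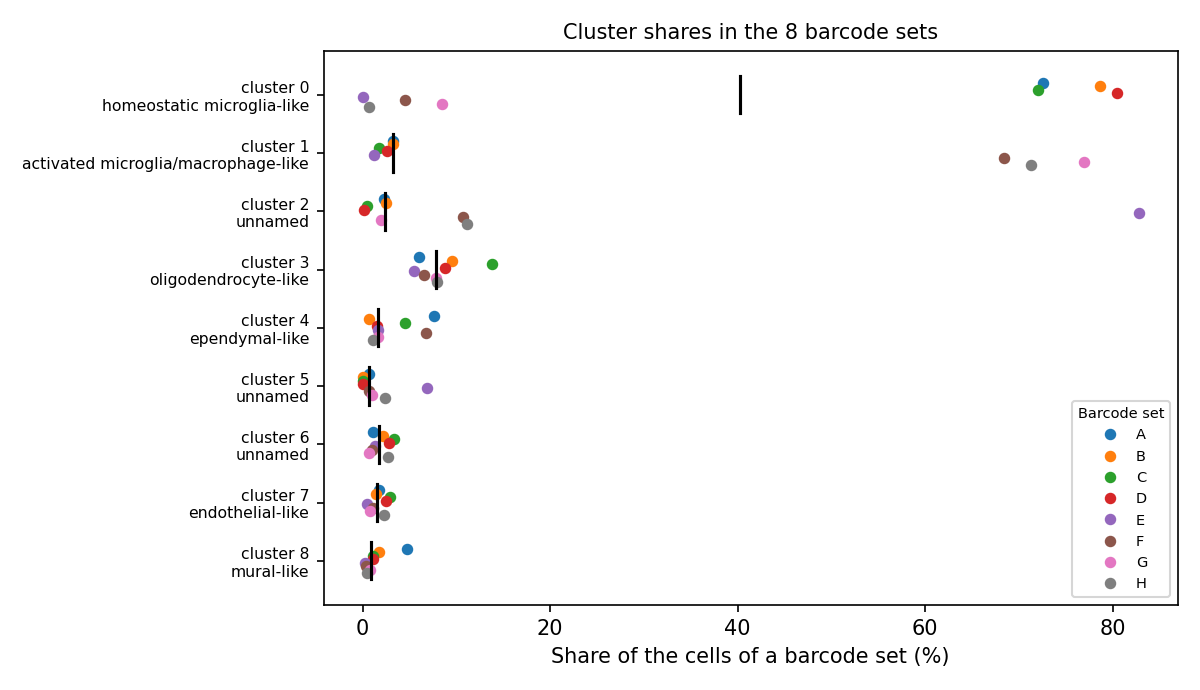
Each point is the share (%) of the cells of 1 barcode set that fell in a cluster of all cells, and the black line is the median of the 8 sets. Oligodendrocyte-like shares lie between 5.46% and 13.7%, while homeostatic microglia-like shares run from 0.0392% to 80.5%.

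Clusters 5 and 6 stayed unnamed. Cluster 5 (239 cells, 175 of them from set E) had Gm26917, Xist, Malat1 and the T cell gene Skap1 among its leading genes. All 11 T cell markers were at least 2-fold higher in it. None of them also reached the detection limit of the naming rule, which was set after seeing the data. Skap1, Lck and Cd3e had a count in 22.2%, 14.2% and 11.3% of its cells. In any other cluster Cd3e had a count in at most 0.954% of cells. The myeloid gene Tyrobp, however, had a count in 43.1% of the cells of cluster 5. Cluster 6 (191 cells) was led by the neuronal transcripts Meg3 and Nrxn3, and 8 of 9 astrocyte markers were at least 2-fold higher in it. The astrocyte gene Aldoc had a count in 36.1% of its cells, but also in 37.8% of the oligodendrocyte-like cells. For the oligodendrocyte lineage gene Olig1 these shares were 18.8% and 6.88%. At resolution 1.0, 51 of the 191 cells fell in an unnamed cluster led by Olig1, Cspg5 and Kif1a. The raw depth behind these shares is unknown. Tyrobp had a count in 16.6% of the oligodendrocyte-like cells, which should lack it (median total of 810 corrected counts, against 945 in cluster 5 and 783 in cluster 6).

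Levels of the respiratory chain differed between the cell classes. The 36 nuclear-encoded complex I subunits together had a median of 88.6 corrected counts per 10000 in ependymal-like cells (64.9 to 96.6 over 4 sets with at least 20 such cells) and 67.8 in oligodendrocyte-like cells (48.5 to 73.6, 8 sets). In cluster 2, the unnamed myeloid-like cluster, the median was 77.5 (62.6 to 80.0, 5 sets), in activated microglia/macrophage-like cells 63.0 (54.6 to 70.0, 7 sets), in homeostatic microglia-like cells 48.2 (44.8 to 62.5, 6 sets) and in endothelial-like cells 40.1 (36.7 to 52.0, 3 sets). Complex II, with 4 subunits, had 4.18 in activated cells (3.61 to 5.70) and 3.38 in homeostatic cells (2.78 to 3.62). The 16 glycolysis genes had 56.9 in activated cells (41.3 to 65.3) against 26.2 in homeostatic cells (24.7 to 30.3), ranges that did not overlap. The 13 mitochondrially encoded mRNAs had 150.4 in activated cells (111 to 260) and 304 in homeostatic cells (209 to 407). These medians are over different sets. Of the sets that held both classes, mitochondrially encoded mRNAs had 260 in activated against 326 in homeostatic cells in set A, 234 against 336 in set B, 257 against 407 in set C, 150.4 against 209 in set F and 149.6 against 223 in set G. Complex I had 57.2 against 48.9 in set A, 70.0 against 47.4 in set B, 54.6 against 44.8 in set C, 63.0 against 62.5 in set F and 55.6 against 51.4 in set G. These classes came from all variable genes, which included 10 of the complex I subunits. This homeostatic class also included the 1489 cells that fell in the unnamed resolution 1.0 cluster with a median of 11.2% mitochondrial counts. In the myeloid clusters described next, 1421 of the 1492 cells of that cluster fell in a separate class. There the median log2 ratio of the mitochondrially encoded mRNAs, activated against homeostatic, was -0.21.

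The study asked about complex I in activated microglia, so myeloid-like cells were clustered again without the genes of the fixed lists, other than cell type markers, and classes were compared within each barcode set. This gave activated microglia/macrophage-like cells (2760), homeostatic microglia-like cells (1615) and 2 unnamed clusters. The first unnamed cluster (2392 cells) was led by Hist1h2ap, Arg1, Ube2c and Ccl2 and is called the histone-led cluster. The other (2004 cells) was led by Apod, Mobp, Mbp and mt-Rnr1 and had a median of 316 detected genes per cell against 536 in homeostatic cells, or 279 against 391 after every cell was thinned to the smallest total of any cell. It is called the few-gene cluster.

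Relative to the median of all genes, glycolysis, cytoskeleton, antioxidant and ribosomal protein genes were higher in activated than in homeostatic cells of the same barcode set, in each of the 7 sets that held at least 20 cells of both classes. Ribosomal protein genes, at 0.65, were close to their matched random lists, at 0.57, and did not stay higher under every setting given below. The median of all 2809 genes compared was a log2 ratio of -0.23 (-0.40 without scaling; -0.56 to -0.06 over the sets), and the values that follow are relative to it. Each set counted alike, although sets A to D held 24 to 39 activated cells each and sets F, G and H 634 to 960. Homeostatic cells numbered 248 to 399 in each of sets A to D and 49 to 142 in sets F, G and H. Glycolysis genes stood at 0.85 (0.52 to 1.38 over the sets, 11 of 12 members above the median of all genes), at percentile 99.99 of 10000 random lists matched on expression. The summed level of the glycolysis genes was nonetheless lower in set D, with 24.5 corrected counts per 10000 in activated and 28.1 in homeostatic cells. Gapdh had 18.5 corrected counts per 10000 in activated and 8.38 in homeostatic cells, and Aldoa 6.65 against 3.28. Tpi1 had the highest relative log2 ratio of the glycolysis genes named by rule, 1.43 (1.00 to 1.73). Cytoskeleton genes stood at 0.60 (0.42 to 0.72), with Tmsb10 at 1.32, Arpc1b at 1.23 and Myl6 at 0.98. Antioxidant genes stood at 0.52 (0.30 to 1.09), with Prdx1 at 1.06 and Gpx1 at 0.99. Their percentiles were 99.26 and 97.97, and with lists also matched on transcript length 99.26 and 91.58. Without set F the cytoskeleton list lay at percentile 90.16 (0.54), without set G at 95.89 (0.54) and without set H at 94.84 (0.57). The antioxidant list lay at 96.25 (0.48) without set C and at 97.22 (0.50) without set H. Against the same homeostatic cells, the few-gene cluster also had these lists above its median of all genes (-0.55). Glycolysis stood there at 0.43 (percentile 96.10), cytoskeleton at 0.50 (87.12) and antioxidant genes at 0.35 (97.06, above in 5 of 7 sets). Before that median was subtracted they were at -0.12, -0.05 and -0.21, against 0.62, 0.37 and 0.28 in activated cells.

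Nuclear-encoded complex I subunits were above the median of all genes in activated cells, but not under every setting. Their median stood at 0.38 (0.04 to 0.69, 7 of 7 sets), with 31 of 35 members above the median of all genes and 2, Ndufb9 and Ndufb10, above it in every set. In sets A to D, with few activated cells, the list stood at 0.69, 0.63, 0.64 and 0.50. In sets F, G and H, which held most activated cells, it stood at 0.32, 0.04 and 0.19. Ndufb9 had 2.39 against 1.55 corrected counts per 10000 and a relative log2 ratio of 0.95, and Ndufb10 had 1.74 against 1.39 and a ratio of 0.50. Ndufs4 itself stood at 0.27 (-0.50 to 1.86, above in 5 of 7 sets). The percentile of the list was 99.77 with lists matched on expression and 88.07 with lists matched on expression and transcript length. With the clusters made from all variable genes the list stood at -0.0044, at percentile 44.66, and with a minimum level of 1.5 at 0.16, at percentile 93.67. The few-gene cluster, set against the same homeostatic cells, had complex I at 0.35 (-0.05 to 0.46) relative to a median of all genes of -0.55, at percentile 99.99 and, with the length match, 97.21, so a high percentile was not particular to activated cells. Before that median was subtracted the ratio of complex I was -0.20 there and 0.15 in activated cells, on opposite sides of 0.

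The complex II and the complex III, IV and V lists stood above the median of all genes in activated cells of each of the 7 sets. Their ranges over the sets overlapped. The mitochondrially encoded mRNAs stood above it in 5 sets. Complex III, IV and V subunits stood at 0.64 in activated cells (0.39 to 0.93, 32 of 33 members above the median of all genes), at percentile 100 and, with the length match, 99.91. Cox7b, of cytochrome c oxidase, was at 1.04, Cox6c at 0.80 and Atp5j, of the ATP synthase, at 0.98. With the clusters from all variable genes this list stood at 0.14, at percentile 91.64. In the few-gene cluster against homeostatic cells it stood at 0.60, at percentile 99.99 and, with the length match, 99.23. Its ratio before subtraction of the median of all genes was 0.05 there and 0.41 in activated cells. Complex II stood at 0.51 (0.16 to 0.73), at percentile 94.84, with Sdhc at 0.87, Sdhb at 0.57, Sdhd at 0.44 and Sdha at 0.17. With the clusters from all variable genes complex II stood at 0.23, and with myeloid clusters from 3000 variable genes at resolution 0.5 at 0.18. Mitochondrially encoded mRNAs stood at 0.02 (-0.46 to 0.83, above in 5 of 7 sets), at percentile 3.63 and, with the length match, 0.11. The random lists matched to them on expression had a median of 0.40. With the clusters from all variable genes the mitochondrially encoded mRNAs stood at -0.65, and in cells with 450 to 600 genes at -0.50 (2 sets). Ribosomal protein genes stood at 0.65 (0.26 to 1.27, 80 of 80 members above the median of all genes). The random lists matched to them had a median of 0.57, and those matched to complex I 0.09. With the clusters from all variable genes they stood at -0.06, and in cells with 450 to 600 genes at 0.06 (percentile 58.12, 2 sets). Complex III, IV and V, antioxidant and ribosomal protein lists, like complex I, were higher in each of sets A to D than in sets F, G and H. The glycolysis list was not.

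**Figure D2:**
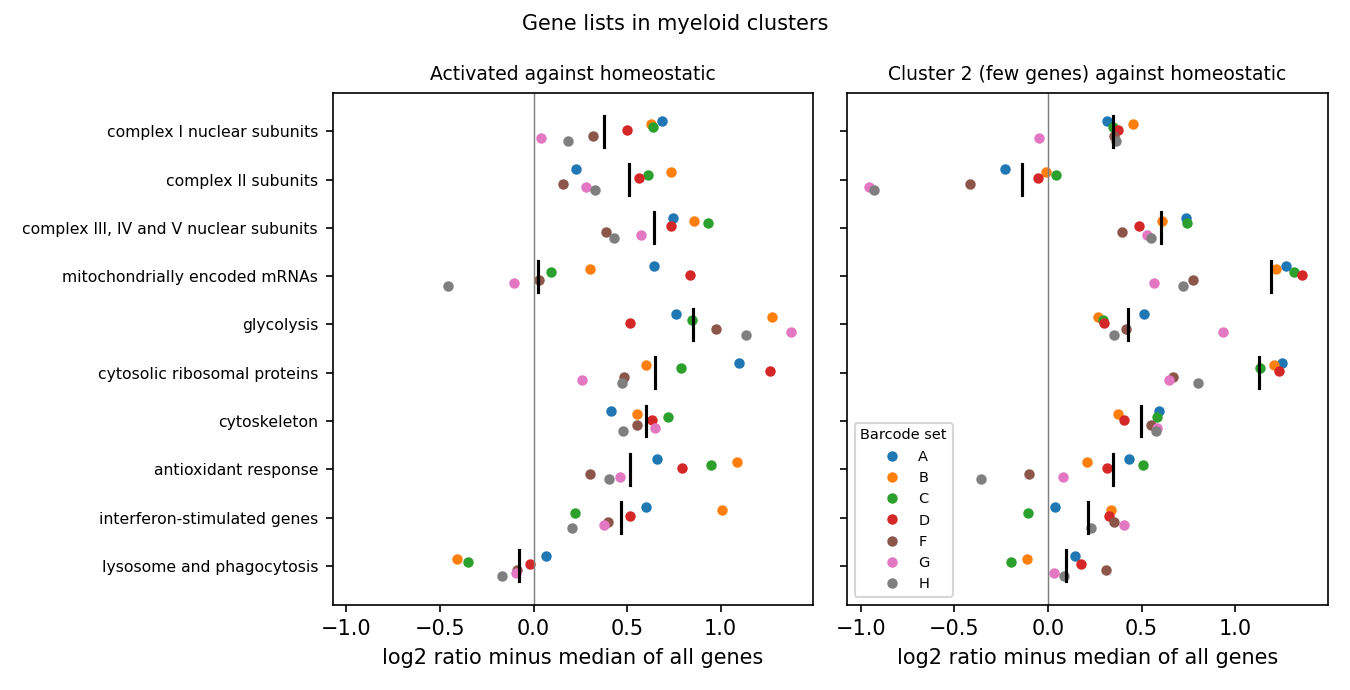
Each point is the median log2 ratio of a gene list within 1 barcode set, minus the median of all genes in that set, for activated against homeostatic cells (left) and the few-gene cluster, labelled cluster 2, against homeostatic cells (right). The black line is the list's value from the medians over 7 sets. Complex I lies at 0.38 on the left and 0.35 on the right, over medians of all genes of -0.23 and -0.55; before their subtraction it is 0.15 and -0.20.

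Among the immune lists, MHC class II and chemokine genes varied most between the sets. Interferon-stimulated genes stood at 0.47 (0.21 to 1.01) in activated cells, with Ifitm3 at 1.75 and Isg15 at 1.37, and lay at percentile 99.58, but at 76.67 with a minimum level of 1.5 and at 96.44 with myeloid clusters from 5000 variable genes at resolution 0.5. MHC class II genes stood at 0.87 but ranged from -0.17 to 4.46, with H2-Eb1 at 0.83 (0.07 to 5.87). Their percentile of 99.61 was 67.01 with myeloid clusters from 5000 variable genes at resolution 0.5 (0.29), and 95.51 without set A (0.52), 93.81 without set F (0.58) and 93.82 without set G (0.56). MHC class I genes, at 0.33 (-0.31 to 0.79), lay at percentile 67.02 of the matched lists. Lysosome and phagocytosis genes stood at -0.08 (-0.41 to 0.07, above in 1 of 7 sets), at percentile 0.21 (10.29 with the clusters from all variable genes), with Itgam at -1.11, Lgmn at -0.59, Lamp2 at -0.52 and Ctss at -0.43. Oxidative burst genes were at 0.50, percentile 94.44, with Cybb, the catalytic subunit of the phagocyte NADPH oxidase, at 2.92 from low levels of 0.850 against 0.0405 corrected counts per 10000. Inflammatory cytokines and chemokines, at 0.35 (0.10 to 2.13), lay at percentile 96.61, or 73.04 with the length match. The 6 measurable proliferation genes, of 27 listed, were at 0.61 (percentile 98.72), or 88.44 without set F (0.45), 95.83 without set A (0.57), 97.25 without set B (0.63), 95.03 without set D (0.50) and 95.89 without set H (0.58). Those named by rule were H2afz, Stmn1, Tubb5 and Hmgb2, and Stmn1 and Tubb5 are also in the cytoskeleton list.

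Mitophagy (0.05), lipid handling and cholesterol (-0.23) and growth factor genes (-0.25) lay between percentiles 20.85 and 65.53 with ranges on both sides of 0. Lists for other cell types, in the members these cells express, gave 0.03 for disease-associated oligodendrocyte genes, 0.06 for activated endothelium, 1.19 for 4 reactive astrocyte genes (Cxcl10, Vim, Gbp2 and H2-D1, all members of other lists too; 0.47 with myeloid clusters from 5000 variable genes at resolution 0.5), and 0.26 for rRNA-locus genes. Fewer than 4 members could be used of the alternative activation and itaconate, myelin, dissociation and immediate early, and sex-linked lists. The homeostatic and disease-associated microglia lists share genes with the markers that name the clusters, and their values, -0.72 and 0.29, are not results.

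Among genes not used for clustering, at 3 or more corrected counts per 10000 in either class and on the same side in all 7 sets, the highest relative log2 ratios in activated cells were those of Anxa5 (1.68), the ferritin light chain Ftl1 (1.55), Tmsb10 (1.32), Gapdh (1.31), Rps2 (1.31), Aldoa (1.30), Arpc1b (1.23), Atp5c1 (1.12), Ybx1 (1.10) and Prdx1 (1.06). The lowest were those of Itgam (-1.11), Cmtm6 (-1.10), Cst3 (-0.87), Selplg (-0.82), Serinc3 (-0.77), Csf1r (-0.72), Itgb5 (-0.61), Lgmn (-0.59), Olfml3 (-0.55) and Itm2c (-0.53). Csf1r and Olfml3 are also markers that name the homeostatic class.

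The histone-led cluster had lower lysosomal genes than activated cells, while interferon genes varied between the 5 sets with at least 20 cells of both classes. Relative to a median of all genes of 0.20, interferon-stimulated genes stood at 0.67 (-0.25 to 1.31, above in 4 of 5 sets), at percentile 100, but at 0.09 in set E, which held 84.7% of the cells of the cluster. Isg15 was at 1.36, Ifi27l2a at 1.00 and Zbp1 at 0.83. Lysosome and phagocytosis genes stood at -0.77 (-0.91 to -0.16), below the median of all genes in each of the 5 sets and at -0.83 in set E, with 9.15 against 20.6 corrected counts per 10000 for Ctsb and 27.1 against 59.3 for Ctsd. Ctsb, Ctsd and Axl of this list are also markers that name the activated class. Lipid handling genes stood at -1.09, growth factors at -0.55, with Igf1 at -2.31, mitophagy at -0.49, with Map1lc3b at -1.14, and MHC class II at -0.66. Igf1, a leading gene of the activated class, was low, at 0.126 against 0.636 corrected counts per 10000. The lipid value rests on 5 members, and Abca1, Lipa, Plin2 and Soat1, named by rule, had at most 0.767. The MHC class II percentile of 1.45 was 9.70 without set A and 12.24 without set E (both -0.40), and that of the growth factors, 0.87, was 3.90 without set B (-0.37) and 10.91 without set H (-0.27). Cytoskeleton genes stood at 0.08 (-0.07 to 0.46), at percentile 99.57, with Stmn1 at 3.10 and the tubulins Tuba1c at 2.63 and Tubb4b at 2.27. Complex I stood at 0.02 (-0.75 to 0.12), complex II at -0.26, complex III, IV and V at 0.03 and mitochondrially encoded mRNAs at -0.27, all between percentiles 10.74 and 95.83, although complex III, IV and V lay at 98.65 with the length match. Dissociation and immediate early genes stood at -0.02 (percentile 21.86). The proliferation list stood at 3.09, and 7 of its genes were among the 10 leading genes of this cluster, although at resolution 1.0 only 951 of the 2392 cells fell in the cluster led by cell cycle genes and 1373 in that led by Cxcl10, Ccl2 and Gbp2.

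Of the 10 genes highest in the histone-led cluster under the same rule, Birc5, Hist1h2ap, Hist1h1b, Ube2c, Pclaf, Hist1h2ae, Top2a, Stmn1, Hmgb2 and Tubb4b, 9 are in the proliferation list. The 10 lowest were Ctsa (-1.49), Ctsb (-1.36), Ctsd (-1.32), Anxa5 (-1.21), Ftl1 (-1.10), Itm2b (-1.06), Lgals3 (-1.04), Selenop (-1.02), Ctsl (-1.02) and Timp2 (-1.01). Ctsb and Ctsd are also markers that name the activated class. Barcode set E held 84.7% of the cells of this cluster, so the comparison rests on few cells in the other sets.

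Against homeostatic cells, the histone-led cluster, in 4 sets that did not include set E and with a median of all genes of 0.04, had complex I at 0.31 (0.09 to 0.77; percentile 92.59, or 63.40 with the length match), complex III, IV and V at 0.45 (0.29 to 0.71; 99.71, or 98.64), glycolysis at 0.82 (0.05 to 1.22; 99.60, or 99.76), interferon-stimulated genes at 1.23 (-0.25 to 1.67, above in 3 of 4 sets) and lysosome and phagocytosis genes at -1.10 (-1.27 to -0.85). The few-gene cluster, in 7 sets and with a median of all genes of -0.55, had mitochondrially encoded mRNAs at 1.19 (0.57 to 1.36), ribosomal protein genes at 1.13 (0.64 to 1.25), rRNA-locus genes at 1.12 (0.77 to 1.37), complex III, IV and V at 0.60 (0.40 to 0.74) and complex II at -0.14 (-0.96 to 0.04). The random lists matched to the mitochondrially encoded mRNAs had a median of 0.67 and those matched to the ribosomal protein genes 1.07. The 13 myelin genes had a median of 98.6 corrected counts per 10000 in it, against 42.4 in homeostatic cells.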

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

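No paired analysis was possible because no cell was assigned to a sample, so no replicate number was available. The cell names state no sample, and no other way of assigning cells was used. The comparisons within barcode sets pair classes of cells, not labelled samples. The alternatives for gene lists, other than removal of doublets, and leaving out barcode sets were chosen after seeing the data. For activated against homeostatic cells, all 22 lists kept their sign without scaling and without doublets, 19 did with a pseudocount of 0.5 and with natural log differences, 15 of 22 in cells with 450 to 600 genes and 16 of 21 with the clusters from all variable genes. Of 11 lists in the highest or lowest 2.5% of random lists, 11 stayed there without scaling, with a pseudocount of 0.5 and without doublets, 8 in cells with 450 to 600 genes, 7 with natural log differences, 7 of 10 with a minimum level of 1.5 and 4 of 10 with the clusters from all variable genes. Of the other myeloid clusterings, that with 3000 variable genes at resolution 0.3 had no homeostatic class and gave no value. With 3000 at 0.5, 9 of 10 lists stayed there, complex I stood at 0.28 (percentile 99.15) and complex II at 0.18. With 5000 at 0.5, 6 of 11 did, and complex I stood at 0.36 (99.73). With the clusters from all variable genes, complex I stood at -0.0044, ribosomal protein genes at -0.0629, mitochondrially encoded mRNAs at -0.65, complex II at 0.23 and complex III, IV and V at 0.14. In those clusters the homeostatic class also holds cells of the few-gene cluster, and whether this moved the values was not tested. In cells with 450 to 600 genes, which left 2 sets, mitochondrially encoded mRNAs stood at -0.50, complex III, IV and V at 0.42 and glycolysis at 1.24, and the cause was not tested. With a minimum level of 1.5, complex I stood at 0.16, at percentile 93.67. Leaving out single sets kept the sign of 143 of 150 values.

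At resolution 1.0 myeloid-like cells were 43.0%, homeostatic microglia-like cells were 17.0%, activated microglia/macrophage-like cells 16.8% and mural-like cells 0.928% of all cells, as more clusters stayed unnamed or split off. Leaving out each barcode set gave 81.8% to 83.3% myeloid-like, 25.7% to 41.0% homeostatic, 20.3% to 35.7% activated, 7.0045% to 8.50% oligodendrocyte-like, 2.64% to 3.74% ependymal-like, 1.29% to 1.81% endothelial-like and 0.689% to 1.45% mural-like cells, and 5.03% to 26.6% in unnamed cluster 2. For the histone-led cluster against activated cells, leaving out single sets kept the sign of 106 of 115 values, and of the lists in the highest or lowest 2.5%, 4 of 7 stayed there in cells with 450 to 600 genes and 6 of 8 with the clusters from all variable genes. Not run were the count tests with other tools or size factors, the filters on counts or UMIs, the myeloid class without monocyte-like clusters, normalization over classes, camera with an estimated correlation, fry, leaving out labelled samples and the replicate block, since these need raw counts or groups. The lost raw depth limits what can be said of low genes such as Ndufs4.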

Other observations

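In the oligodendrocyte-like cells, the 17 genes linked to disease-associated oligodendrocytes together had 93.8, 80.5, 49.4, 57.9, 352, 139, 190 and 305 corrected counts per 10000 in sets A to H in that order, a description with no group assigned. Of single genes, picked after seeing their values, B2m, the light chain of MHC class I, had 6.08, 3.70, 4.80, 3.55, 34.8, 11.7, 9.77 and 28.8 in the same order. Klk6 had 6.71, 5.66, 1.81, 5.65, 33.9, 9.27, 6.79 and 19.8, and the MHC class I gene H2-D1 had 2.18, 3.05, 2.37, 2.51, 17.4, 11.5, 13.4 and 33.2. Il33, of the same list, had 0.624, 1.09, 0.348, 0.209, 3.06, 0.559, 0.166 and 0.508. In the myeloid-like cells of these sets H2-D1 had 15.9, 14.96, 11.3, 11.9, 20.3, 65.0, 63.2 and 74.3, and whether their RNA adds to the values in oligodendrocyte-like cells was not tested. All 29 Schwann cell-like cells, a cluster seen at resolution 1.0, came from set A.

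Myeloid clusters took very different shares of the sets. Activated cells were 3.83%, 4.14%, 2.66%, 4.83%, 4.62%, 71.1%, 80.7% and 81.4% of the myeloid-like cells of sets A to H in that order. Homeostatic cells were 41.0%, 42.3%, 35.7%, 46.1%, 0.280%, 10.7%, 6.74% and 4.16%. The few-gene cluster was 52.4%, 50.3%, 60.9%, 48.7%, 0.280%, 7.41%, 11.1% and 1.87%. The histone-led cluster was 2.80%, 3.18%, 0.776%, 0.186%, 94.7%, 10.7%, 1.53% and 12.4%. No group was derived from these values.

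Of the tests of explanations that follow, those on the profile of set E, on single sets and on other limits of genes per cell were chosen after their result, or a related value, had been seen. Complex I subunits lay high among lists matched on expression in activated against homeostatic cells. Short transcripts remain a candidate explanation, since with lists also matched on transcript length the percentile was 88.07. Those random lists could hold complex III, IV and V and ribosomal protein genes, which stood at 0.64 and 0.65. Both are short, with median lengths of 1756 and 1754.5 bases against 3812.5 for all genes. The lower percentile therefore cannot tell transcript length from a change shared by such genes. Fewer detected genes in activated cells stay open: in cells with 450 to 600 genes the percentile was 98.15, above the bound set beforehand for excluding them, but the 2 sets with enough cells lay at 95.32 and 96.91 when taken alone, below it. Other limits on the genes per cell, looked at afterwards, gave percentiles of 97.99 (400 to 600 genes), 94.48 (450 to 700) and 92.24 (400 to 700), each in 3 sets. The state of the cells is a further open explanation that was not tested, as no cell was tied to a genotype or stage.

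Barcode set E held 84.7% of the histone-led cluster. A shift of all cells of that set stays open: in oligodendrocyte-like cells, the 50 genes highest in that cluster within set E were higher in set E than in the median of the other sets by 0.37 (log2; quartiles 0.00 and 1.27), against 2.79 between the myeloid clusters. This is under the bound set beforehand, but only 11 of these genes reached 0.5 corrected counts per 10000 in those cells, a limit added afterwards, and they had been picked for their difference in set E. Whether the profile belongs to set E alone cannot be told apart from a shared one: its differences from activated cells correlated across genes with those in sets F and H at 0.40 and 0.42, between the bounds set for either reading, and genes are not independent replicates. A biological explanation was not tested, because the set was tied to no group.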
